# 1Identification of genes differentially expressed in the embryonic pig cerebral cortex before and after appearance of gyration

**DOI:** 10.1186/1756-0500-3-127

**Published:** 2010-05-05

**Authors:** Karsten B Nielsen, Mogens Kruhøffer, Ida E Holm, Arne L Jørgensen, Anders L Nielsen

## Abstract

**Background:**

Mammalian evolution is characterized by a progressive expansion of the surface area of the cerebral cortex, an increase that is accompanied by gyration of the cortical surface. The mechanisms controlling this gyration process are not well characterized but mutational analyses indicate that genes involved in neuronal migration play an important function. Due to the lack of gyration of the rodent brain it is important to establish alternative models to examine brain development during the gyration process. The pig brain is gyrated and accordingly is a candidate alternative model.

**Findings:**

In this study we have identified genes differentially expressed in the pig cerebral cortex before and after appearance of gyration. Pig cortical tissue from two time points in development representing a non-folded, lissencephalic, brain (embryonic day 60) and primary-folded, gyrencephalic, brain (embryonic day 80) were examined by whole genome expression microarray studies. 91 differentially expressed transcripts (fold change >3) were identified. 84 transcripts were annotated and encoding proteins involved in for example neuronal migration, calcium binding, and cytoskeletal structuring. Quantitative real-time PCR was used to confirm the regulation of a subset of the identified genes.

**Conclusion:**

This study provides identification of genes which are differentially expressed in the pig cerebral cortex before and after appearance of brain gyration. The identified genes include novel candidate genes which could have functional importance for brain development.

## Findings

The complex architecture of the mammalian cerebral cortex is a consequence of the highly organized movement of neuronal cells. All neurons populating the six layered cerebral cortex undergo mitosis in distant compartments and achieve their final position following migration [1]. This migration is coordinated to obtain specific laminar position, orientation, and connections with other neurons. The number of neurons is dramatically increased throughout mammalian evolution but the expansion in the radial direction is relative limited, and the thickness of the cortex is relative constant [1,2]. The main expansion is observed in the tangential direction which is the most variable and distinctive part of the central nervous system [3]. The proliferative zones lining the ventricular surface generate the neurons that migrate to their proper position guided by scaffolds formed by the transient extended fibers of the radial glial cells [4]. The radial glia cells define a radial unit consisting of a relative constant number of neurons in all mammalian species investigated [1,5-7]. However, the number of radial units is increased throughout mammalian evolution. This increase in neuronal number is accomplished through extension of the time of neurogensis and decreasing the rate of neuronal death [3,8]. Furthermore, in higher mammals the proliferative zones are expanded into structured subventricular zones (SVZs) enabling them to further amplify the neuronal number [6,9,10]. The neuronal output is increased through generation of intermediate progenitor cells (IPC) that divide symmetrically in the SVZ and generate either two neurons or two IPC and thereby amplify the number of neurons [11,12].

The expansion of the mammalian brain during evolution is orchestrated with development of sulci and gyri, the convoluted folds of the cerebral cortex [13]. The process of cortical convolution is still poorly understood. The remarkable similarity of the gyration patterns among members within a species but with different patterns between species indicates that the convolution is a highly programmed process. Recent work suggested that the sites of gyral and sulcal formation can be predicted from the size of the SVZ [14]. The increase in primate SVZ complexity can, however, not solely explain the evolution of a gyrencephalic cortical surface since both lissencephalic and gyrencephalic brain structures are represented in diverse mammalian groups, including primates and rodents [6,15]. Another hypothesis suggests that mechanical forces exerted by axonal fibers are generating the gyrencephalic cortical structure [16,17]. The axonal and radial fibers attaching the growing cerebral cortex to the centre of the developing brain represent elastic elements in which the plasticity changes during elongation. Hence, the strongly interconnected cortical regions are pulled together resulting in gyri formation whereas weakly connected regions drift apart generating sulci [17,18].

Mutations causing lissencephaly, smooth brain, are identified in genes involved in neuronal migration suggesting that this step in brain development indeed constitutes a major determinant in establishment of the convoluted structure of the cerebral cortex. The first identified gene involved in human lissencephaly was encoding for the β-subunit of platelet-activating factor acetylhydrolase 1b, also known as lissencephaly 1 (LIS1) [19]. Doublecortin (DCX) was identified as the gene responsible for X-linked lissencephaly in males and subcortical heterotopia in females [20]. Mutations in the human Reelin gene are associated with recessive lissencephaly with cerebellar hypoplasia [21]. Altogether a large set of genetic data imply that cytoskeletal rearrangements and neuronal migration are crucial to development of gyrencephalic brains.

### The pig brain as a model for mammalian brain gyration

To study the process of brain gyration the pig brain constitutes an attractive alternative model to more classical laboratory animals. The convolution of the pig brain is occurring in the period between embryonic day E60 and E80 of the 117 day gestation period and the relative developmental timing and the anatomical structure is comparable to the primate brain (Nielsen et al. unpublished results and Additional file 1). At the microscopic level the process of neuronal migration shows a pronounced similarity between primates and the pig and the neuronal proliferating layers and number of migrating neurons are more prominent at E60 compared to E80 (Nielsen et al. unpublished results).

We questioned which genes are differentially expressed between E60 and E80 and accordingly are candidate genes to be involved in brain development during this time frame. First we examined if a group of genes described to be involved in human brain convolution were differently expressed between E60 and E80 in pig cortical tissue. mRNA was isolated and by quantitative real-time PCR (qRT-PCR) the expression levels of such genes were measured. In the analysis we examined the expression of DCX, aristaless-related homeobox (ARX), G protein coupled receptor 56 isoform A (GPR56), filamin A gene (FLNA), Reelin, VLDLR, ApoER2, Dab1, FYN, LIS1, nuclear distribution element-like (NDEL1), and cyclin dependent kinase 5 (CDK5). For DCX, ARX, GPR56, FLNA, VLDLR, Dab1, and NDEL1 we observed a down-regulation of expression (Figure 1). LIS1 was the only of the genes up-regulated (Figure 1). Reelin, ApoER2, FYN, and CDK5 were not significantly up- or down-regulated (Figure 1). Examining also later cortical developmental time points supported the overall tendency in regulation Additional file 2. From the qRT-PCR expression analysis we conclude that some of the genes involved in the brain convolution process have an altered transcriptional activity during the timeframe in where convolution appears.

**Figure 1:**
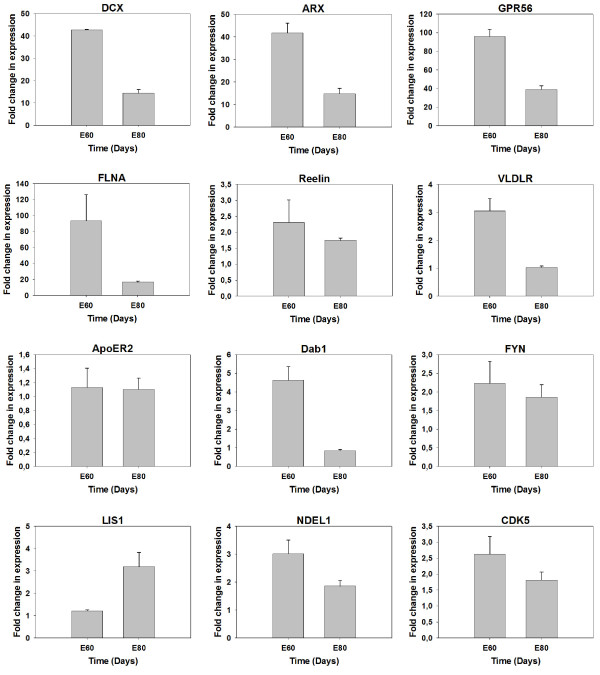
**Expression analysis of genes involved in mammalian brain convolution**. mRNA was extracted from pig cortical tissue from E60 and E80. qRT-PCR analysis were performed on cDNA for the genes DCX, ARX, GPR56, FLNA, Reelin, VLDLR, ApoER2, Dab1, FYN, LIS1, NDEL1, and CDK5. The expression levels were normalized to GAPDH, Beta-actin and 18S rRNA expression using the geNorm program [30].

### Expression microarray analysis

For a comprehensive analysis of the differences in gene expression profiles in the pig cerebral cortex between E60 and E80 we utilized the Affymetrix GeneChip^® ^Pig Genome Array. This array contains 24,123 probes including 23,256 pig transcripts, which represents 20,201 pig genes [22]. Cortical RNA isolated from three pig E60 embryos and three E80 embryos were used for the microarray screening. 

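Total RNA of the cerebral cortex of 3 embryos at E60 (arrays 1, 2 and 3) and 3 embryos at E80 (arrays 4, 5 and 6) was labelled with biotin and hybridised to the Affymetrix Pig Genome Array, a 1-colour array on which each transcript is read by a set of short probes (a probe set). The deposited values are MAS5 signals, 1 value per probe set and array, which the authors' software made from matching and mismatching probes and multiplied by 1 scale factor per array. The version of the software and any filter are not given in the sources used here. Of the 24123 probe sets, 124 are controls of the manufacturer and were left out, so that 23999 were tested. Of these, 10069 carry exactly 1 gene symbol in the annotation used here (6765 different symbols), 198 carry several and 13732 carry none. No gene is named from a probe set with several symbols or none. The signals were transformed to log2 without a pseudocount and without further normalization, and E80 was compared with E60 by limma with a variance that depends on the mean signal. P-values were adjusted by Benjamini-Hochberg over all 23999 probe sets, and a probe set is said to have risen or fallen at an adjusted p under 0.05. Changes are log2 differences of E80 minus E60, so that a positive value is higher at E80. The fold rule of the paper was applied separately, as a fold of at least 3 from the mean log2 signals with all 3 arrays of one day above all 3 of the other. Which litter each embryo came from is not given for the single arrays in the sources used here, so a litter effect cannot be separated from the day. With 3 arrays per day, their number limits the precision of each value.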

Array data are available at Gene Expression Omnibus [GEO:GSE18467]. 

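The 6 arrays were close in level. The mean of the middle 96% of the signals was 149.97 on each array, which is the level the authors' scaling sets. The median signal of the probe sets was 64.8, 63.2 and 60.9 on arrays 1, 2 and 3 (E60) and 55.6, 59.5 and 59.2 on arrays 4, 5 and 6 (E80). The median log2 difference between the days over all probe sets was -0.05, and it was 0.06 after the median of each array was set to a common value. Spearman's rho across probe sets, which are not independent replicates, was 0.967 to 0.984 for the 6 pairs of arrays of the same day and 0.964 to 0.972 for the 9 pairs of different days. The first principal component, taken over quantile-normalized signals of the brightest 66% of probe sets, held 38.9% of the variance and separated the days. The 3' to 5' signal ratio, a measure of RNA integrity, was 0.851 to 1.12 for beta-actin and 1.22 to 1.41 for GAPDH. Array 6 (E80) differed from the other arrays in several signals. Its signal for 28S ribosomal RNA was 165, against 525 to 999.9 on the others. Transthyretin (TTR), the main secreted protein of the choroid plexus, had a signal of 4475 on array 6, against 15.1 and 6.25 on arrays 4 and 5 and 1.47 to 3.70 at E60. Over 16 measured genes of fibroblasts and meninges the median log2 difference from the mean of E60 was -0.72 on array 4, 0.07 on array 5 and -0.52 on array 6, with single genes in both directions. Lumican (LUM) had a signal of 90.4 on array 4, 196 on array 5 and 71.1 on array 6, against 198 to 241 at E60.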

The inter-chip variance was small with a scale factor (SF) between 0.403 and 0.558 Additional file 3. The number of expressed genes present on each chip was very similar, 66%, in accordance with the number of genes hypothesised to be active during brain development Additional file 3[23]. Genes consistently up-regulated or down-regulated on the microarray triplets were further analysed. An arbitrary threshold was set at 3-fold before we classified a gene for differently regulated. This high threshold was selected to assure the minimization of background noise. 98 transcripts were found to be differential expressed by this stringency (Table 1 and Table 2). 

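Among probe sets past the test with exactly 1 gene symbol, no overlap between the days and a mean signal above the median of all probe sets in the higher group, the largest rises from E60 to E80 were in LAMP5, RNASE1 and F5, and the largest falls in PLEKHA8 and FAM84A. Dimmer probe sets, some with larger changes, are outside this ranking. LAMP5, a membrane protein of neurons, rose from a signal of 71.2 ± 49.6 (SD, n = 3) to 384 ± 129.5 (SD, n = 3), a log2 change of 2.60 (standard error 0.44, adjusted p = 0.0328 from limma). The secreted ribonuclease RNASE1 rose by 2.34 (standard error 0.28) and coagulation factor V (F5) by 2.05 (standard error 0.26), both at an adjusted p of 0.0159 from limma. The lipoxygenase ALOX15 rose by 1.92, the calcium binding protein S100A14 by 1.87 and TMEM54, whose row in Table 1 is named hippocalcin, by 1.71. The actin crosslinker ACTN2 rose by 1.69 and the glycogen phosphorylase PYGM by 1.58. From ALOX15 to PYGM the standard errors were 0.20 to 0.34 and the adjusted p 0.0159 to 0.0361 from limma. A pair of probe sets of GFAP, the intermediate filament of astrocytes, complete the 10 largest rises of this ranking. PLEKHA8, which carries glycolipids in the Golgi, fell from 159 ± 6.19 (SD, n = 3) to 48.0 ± 2.21 (SD, n = 3), a log2 change of -1.73 (standard error 0.13, adjusted p = 0.0101 from limma), and all 5 of its probe sets fell. DPY19L1, known from the radial migration of cortical neurons, changed by -1.28, the histone methyltransferase EZH2 by -1.26, KIAA1191 by -1.24, lamin B1 (LMNB1) by -1.23 and the neurite growth factor neuritin (NRN1) by -1.22, with standard errors of 0.15 to 0.19 and adjusted p of 0.0159 to 0.0233. A pair of probe sets of FAM84A are also among its 10 largest falls. In all, 224 probe sets rose and 243 fell (467, or 1.95% of those tested), with a median fold of 1.75. Each of the 467 had no overlap between the days. The 1 with the smallest p has no gene name here and fell from 1242 ± 122 (SD, n = 3) to 178 ± 36.2 (SD, n = 3), a log2 change of -2.81 (standard error 0.15, adjusted p = 0.00131). Of the 467, 73 rose and 73 fell at least 2-fold, and 23 rose and 16 fell at least 3-fold. By the 3-fold rule alone, 151 probe sets were higher and 140 lower at E80, and 262 of these 291 had a mean signal at or below the median of all probe sets (60.6) in the higher group. After the medians of the arrays were set to a common value, 311 rose and 108 fell. Only this unnamed probe set passed without array 1, without array 2 or without array 4, and 200 passed without array 6, while none passed in limma without the intensity trend, where 3706 were under an unadjusted p of 0.05. The paper set the 3-fold threshold to minimise background noise, and from it and the consistent direction on the triplets it classifies the transcripts of Tables 1 and 2 as differentially expressed.

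**Figure D1:**
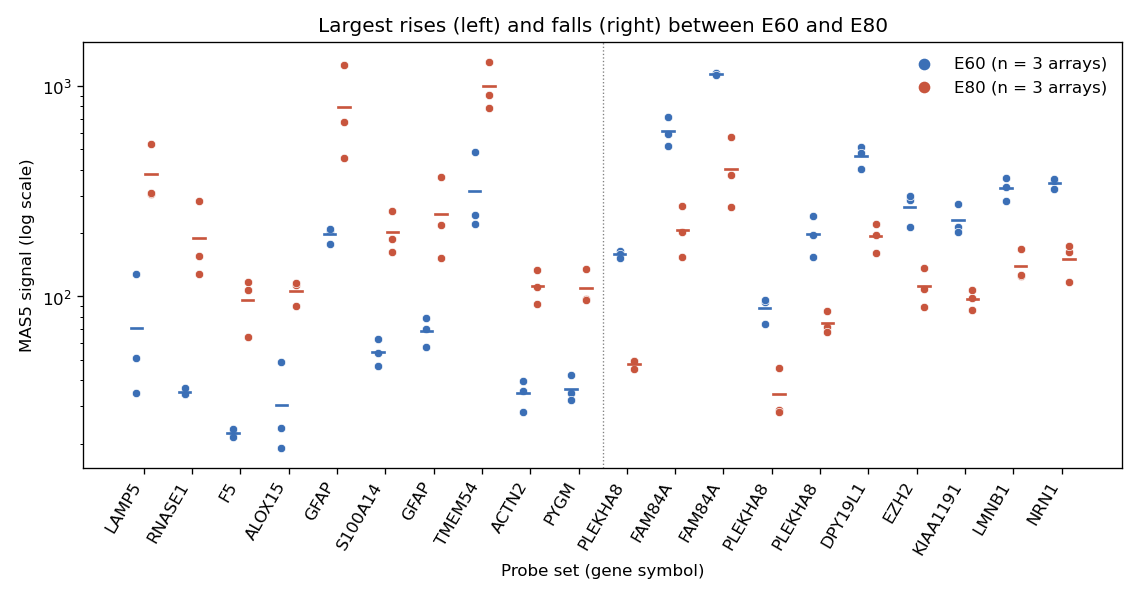
MAS5 signal (log scale) of each array for the 10 largest rises (left) and the 10 largest falls (right) among probe sets past the test with exactly 1 gene symbol and a mean signal above the median of all probe sets in the higher group. Points are single arrays (3 at E60 in blue, 3 at E80 in red) and bars are means. For each probe set the points of one day all lie above those of the other.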

Six transcripts were represented more than once. Five transcripts were present two times; Glial fibrillary acidic protein (GFAP), the homeobox gene Meis1, megalencephalic leukoencephalopathy with subcortical cysts gene 1 (MLC1), Non-SMC element 1 homolog (NSE1), and proteolipid protein 1 (PLP) and one transcript was present three times; DEAD-box protein 17 (DBX17). Hence the total number of identified differential expressed genes was 91. 

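GFAP, MEIS1 and FAM84A (named NSE1 in Table 1) each had a pair of probe sets matched to their rows of Table 1, and both members of each pair went the same way. GFAP rose from a signal of 198 ± 16.8 (SD, n = 3) to 797 ± 415 (SD, n = 3) on one probe set, a log2 change of 1.89 (standard error 0.31, adjusted p = 0.0304 from limma), and by 1.76 (standard error 0.30, adjusted p = 0.0321) on the other. Its other 2 probe sets on the array are dim, at mean signals of 16.3 to 28.4, and had log2 changes of 0.40 (adjusted p = 0.516) and -0.16 (adjusted p = 0.887). FAM84A fell from 1144 ± 17.7 (SD, n = 3) to 406 ± 155 (SD, n = 3), a log2 change of -1.57 (standard error 0.24, adjusted p = 0.0226), and by 1.58 on the log2 scale (standard error 0.21, adjusted p = 0.0170) on its other probe set. The homeobox gene MEIS1 had log2 differences of -1.32 (standard error 0.41, adjusted p = 0.144) and -2.13 (standard error 0.71, adjusted p = 0.165). The size of the -2.13 leans on array 5, with a signal of 3.42 against 19.5 and 22.5 on arrays 4 and 6 (E60 31.2 to 76.9). Neither probe set of MEIS1 passed the test, although all 3 arrays at E80 lay below all 3 at E60 on both. Chance gives that order in 10% of probe sets in either direction. None of these calls for GFAP and FAM84A passed without array 1, 2 or 4, and their direction was the same in each setting run. Among the rows of Table 1 that were not analysed here, since no probe set could be matched to them, are those of MLC1 and the DEAD-box gene (DDX17).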

Of the six genes represented multiple times on the microarray consistency in up and down regulation was observed.

**Table 1:** Whole pig genome microarray results.

Target Description	Public ID	Fold	Expression	Level
Calcium binding				
S100 calcium binding protein A1 (S100A1)	[BX917468]	6,72	Brain	2-3
S100 calcium binding protein A14 (S100 A14)	[CK451794]	5,81		NP
hippocalcin	[BI341922]	3,40	Brain	1
calbindin 2	[BQ601075]	3,20	Brain	2
autotaxin	[BX919892]	3,21	Brain	3
apolipoprotein E (APOE)	[NM_214308.1]	3,12	Brain	3
secretory protein LOC348174	[CN069500]	3,00	Brain	4
Protocadherin 15 precursor	[CO951943]	-5,08	Brain	3

Cytoskeleton organization and biogenesis				
tubulin, alpha 1 (TUBA1)	[CO954570]	6,33	Brain	3
nesprin (SYNE1)	[CD572116]	5,42	Brain	4
actinin, alpha 2 (ACTN2)	[CF795401]	4,30	Brain	4
Glial fibrillary acidic protein (GFAP)	[BF712769]	4,13	Brain	1
Glial fibrillary acidic protein (GFAP)	[BX671201]	3,94	Brain	1
Neurofilament heavy polypepteide 200 kDa	[CF180627]	3,74	Brain	3
h1-calponin	[NM_213878.1]	3,35	Brain	4

Transcription regulation				
Basic transcription element binding protein 1(BTEB1)	[BG382637]	3,12	Brain	4
Homeobox protein Meis1	[CO941421]	-3,18	Brain	4
Retinoic acid receptor RXR-gamma	[CF181317]	-3,20	Brain	4
Zinc finger protein IA-1(Insm1)	[BQ603242]	-3,82	Brain	2
KIT ligand (KITLG)	[NM_214269.1]	-3,92	Brain	3
Homeobox protein Meis1	[AW346968]	-4,12	Brain	4
Zinc finger protein ZFPM2	[CN159819]	-4,36	Brain	3
Transcription factor AP-2 gamma (AP2-gamma)	[BG609515]	-4,48	Brain	4
Jumonji domain containing protein 2C	[BF712754]	-6,68	Brain	4
Transcription factor AP-2 alpha (AP2-alpha)	[AJ657914]	-7,08	Brain	3

Signal transduction				
n-chimaerin	[CD572334]	13,67	Brain	2
ADP-ribosyl cyclase 1	[BP159691]	4,84	Brain	3*
Troponin C, slow skeletal and cardiac muscles (TN-C)	[BG382598]	3,64	Brain	4
histamine receptor H1	[BF710024]	3,28	Brain	4
Lipid phosphate phosphohydrolase 1 (PAP2-alpha)	[CF796129]	3,22	Brain	4
Frizzled 1 precursor (Frizzled-1)	[AJ682600]	-3,23	?	
proenkephalin	[BI181438]	-3,36	Brain	3
TGF-beta receptor type I precursor	[AF317296.1]	-3,57	Brain	4
Retinoic acid-binding protein II, cellular (CRABP-II)	[CN160216]	-3,67	Brain	4

Central nervous system development				
neurogranin	[BX675498]	4,91	Brain	2
proteolipid protein 1 (PLP)	[BQ601157]	4,87	Brain	2
proteolipid protein 1 (PLP)	[BQ601666]	4,09	Brain	2
Myelin basic protein (MBP)	[NM_001001546.1]	4,08	Brain	3
carbohydrate (N-acetylgalactosamine 4-0) sulfotransferase 8	[BF188991]	4,07	Brain	4
Enhancer-of-split and hairy-related protein 2 (SHARP-2)	[CO993157]	3,18	Brain	4
Slit homolog 2 protein precursor (Slit-2)	[BF712064]	3,06	Brain	4
protocadherin 18 (PCDH18)	[CF368788]	-3,21	Brain	3

Other genes				
ribonuclease, RNase A family, 1	[BG894750]	11,44	?	
armadillo repeat containing, X-linked 1 (ARMCX1)	[CK464699]	10,15	Brain	4
parkin isoform 1; parkin	[CO994470]	9,12	Brain	4
major facilitator superfamily domain containing 4	[BE012554]	7,09	Brain	3
collagen, type XXI, alpha 1 (COL21A1)	[BF440682]	7,08	Brain	3
Protein C20orf103 precursor	[CF180509]	6,72	Brain	2
Sus scrofa arachidonate 12-lipoxygenase (ALOX15)	[NM_213931.1]	6,05	Brain	4
phosphorylase, glycogen	[CF365721]	5,90	Brain	4*
muscle glycogen phosphorylase	[CF179951]	5,75	Brain	4*
coagulation factor V	[NM_214120.1]	4,57	Brain	4
Atrophin-1 interacting protein 1	[CO949606]	4,51	Brain	1
prominin 1	[CN163054]	4,41	Brain	3
dendrin (DDN)	[CF179783]	4,26	Brain	2-3
CUB and sushi multiple domains protein 2	[BI183640]	4,21	Brain	4
Pleckstrin and Sec7 domain containing protein 3 (Cytohesin)	[CN157336]	4,05	Brain	4
Probable serine protease HTRA4 precursor	[CK450639]	3,78	Brain	4*
Ras associated	[BI181239]	3,73	?	
Membrane protein MLC1	[CF368389]	3,53	Brain	2
Tetratricopeptide repeat protein 7B	[BQ600843]	3,43	Brain	3
T cell receptor	[AB079532.1]	3,43	?	
Aquaporin 1(AQP-1)	[CF792401]	3,40	Brain	3
Claudin-1	[BF188991]	3,38	Brain	4
Membrane protein MLC1	[AW478160]	3,34	Brain	2-3
Potential carboxypeptidase-like protein X2 precursor	[BQ604567]	3,30	Brain	4
retinaldehyde binding protein 1	[BX917253]	3,28	Brain	4
fibronectin type III domain containing 1(FSD1)	[CF366197]	3,26	Brain	1-2
syntaxin binding protein 5 (tomosyn)	[AJ666521]	3,25	Brain	4
hypothetical protein FLJ21127	[CN070291]	3,14	Brain	4
T-cell receptor beta chain C region	[AB079530.1]	3,05	?	
Zinc transporter 3 (ZnT-3)	[BI346660]	3,03	Brain	3
NYD-SP14 protein	[BI404541]	3,01	Brain	4
Collagen alpha 3(IV) chain precursor	[BX918155]	3,00	Brain	4
KIAA1333	[BF703163]	-3,00	Brain	4
Huntingtin-interacting protein 14	[BQ603863]	-3,02	Brain	4
vitelline membrane outer layer 1 homolog	[CF368035]	-3,03	?	
Epithelial V-like antigen 1 precursor	[CF787898]	-3,12	?	
Similar to insulin-like growth factor binding protein	[BQ599569]	-3,17	Brain	4
Probable RNA-dependent helicase p72 (DEAD-box protein 17)	[CF360658]	-3,21	Brain	4
Decorin precursor (Bone proteoglycan II) (PG-S2)	[BI182181]	-3,23	?	
Epoxide hydrolase 1 (Microsomal epoxide hydrolase)	[CF364362]	-3,31	Brain	3
metallophosphoesterase 1 (MPPE1)	[CO954514]	-3,39	Brain	3-4
NSE1	[AJ659310]	-3,46	Brain	3
NSE1	[AJ657499]	-3,52	Brain	3
serine/threonine protein kinase TAO1 homolog; STE20-like kinase	[BX676366]	-3,63	Brain	4
dopamine receptor D2	[BF712306]	-3,68	Brain	4
Collagen alpha 1(I) chain precursor	[AF201723.1]	-3,84	?	
Endothelial lipase precursor (EDL)	[BX915625]	-7,23		NP
Probable RNA-dependent helicase p72 (DEAD-box protein 17)	[BX668358]	-7,37	Brain	4
Probable RNA-dependent helicase p72 (DEAD-box protein 17)	[CO991338]	-10,71	Brain	4

Result of microarray analysis of differentially expressed genes with annotation in E60 and E80 cortex.

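Through their GenBank accessions, 42 of the 91 rows of Table 1 were matched to a probe set. The other rows were not analysed here. Together with the 7 transcripts of Table 2, this makes 49 of 98 rows, 34 of them higher and 15 lower at E80 in the paper. All 49 had the paper's direction, 43 of them with no overlap between the days. In limma 16 had risen and 3 had fallen, and 44 passed when adjusted over the list alone. The authors chose these transcripts on the same arrays, so neither count is independent evidence of their direction. Apart from GFAP and the genes with the largest changes, those that rose include the glycogen phosphorylase PYGM on a further probe set (log2 change 2.35, standard error 0.31, adjusted p = 0.0175), the T cell receptor gene LOC100621559 on 1 probe set (1.45, adjusted p = 0.0159) and FNDC1 (1.30, adjusted p = 0.0302). The other probe sets of PYGM, outside the tables, had log2 differences of 0.17 (adjusted p = 0.719) and 0.11 (adjusted p = 0.929). Of the 11 probe sets of LOC100621559 only this one passed, while the other in Table 1 had a log2 difference of 1.52 (adjusted p = 0.0877) and those outside the table -0.18 to 1.15. Prominin 1 (PROM1), a membrane protein of neural stem cells, had a log2 difference of 1.36 (adjusted p = 0.0516), the synaptic zinc transporter SLC30A3 one of 1.36 (adjusted p = 0.0559) and the ubiquitin ligase G2E3 one of -1.19 (adjusted p = 0.0516), and none of the 3 passed, nor did the retinaldehyde binding protein RLBP1 (2.07, adjusted p = 0.161). On array 6 the signal of RLBP1 was 6.94, near E60 (4.87 to 6.08), against 41.05 and 40.18 on arrays 4 and 5. In 6 rows the days overlapped. For 2 of them, autotaxin (ENPP2) and the water channel AQP1, a single array carried the difference. The signal of ENPP2 was 692 on array 6 against 65.1 and 129.5 on arrays 4 and 5 (E60 41.0 to 106), and that of AQP1 was 168 against 22.9 and 33.3 (E60 20.4 to 36.9). Array 6 is also the array with the high signal of the choroid plexus gene TTR, and both genes are expressed in the choroid plexus. The dopamine receptor DRD2 (log2 difference -1.22, adjusted p = 0.297) and the retinoid receptor RXRG (-1.35, adjusted p = 0.274), both known from the striatum, and RASSF2 (1.47, adjusted p = 0.191) and CRABP2 also overlapped. The median fold of the 49 rows, without regard to direction, was 2.86, and the paper's median for the same rows is 3.73. By the mean log2 signals 21 were at least 3-fold, and 20 of these had no overlap. With 32 added to each signal, 4 were at least 3-fold. None of the 49 passed in limma without array 1, 2 or 4 or without the intensity trend.

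**Figure D2:**
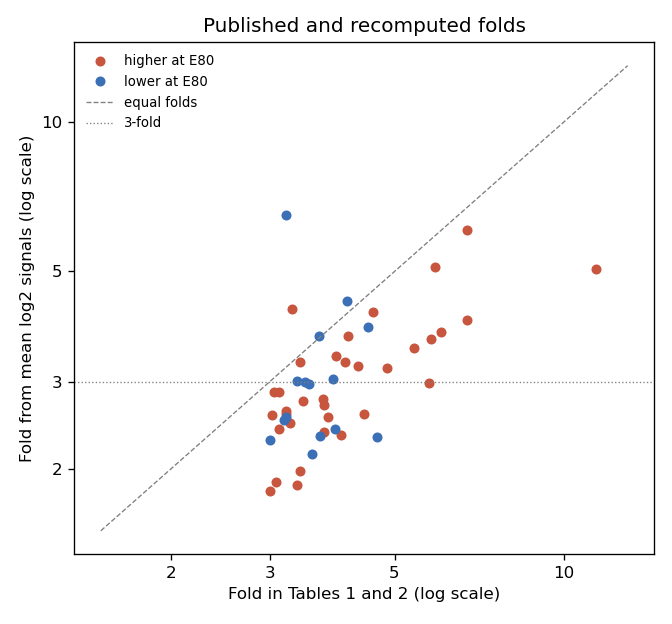
Fold between E60 and E80 from the mean log2 signals (vertical axis, log scale) against the fold printed in Tables 1 and 2 (horizontal axis, log scale) for the 49 matched rows, each as the higher over the lower day. Red points are higher and blue points lower at E80, the dashed line marks equal folds and the dotted line 3-fold. The paper's fold is the larger in 45 of the 49 rows.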

**Table 2:** Unannotated genes.

Transcript code	Public ID	Fold
Ssc.30169.1	[GenBank:CO986932]	4,01
Ssc.9938.1	[GenBank:BI402064]	3,81
Ssc.8325.1	[GenBank:BF712758]	3,75
Ssc.4142.1	[GenBank:CN155998]	3,07
Ssc.19138.2	[GenBank:AU060035]	-3,35
Ssc.19138.1	[GenBank:CF367810]	-3,89
Ssc.7399.1	[GenBank:BF712467]	-4,65

Result of microarray analysis of differentially expressed genes without annotation in E60 and E80 cortex. Transcript codes refer to the Affymetrix oligos spotted on the microarray [22]. The corresponding GenBank accession numbers are indicated along with the fold change in expression between E60 and E80.

10 of the genes differentially expressed between the two gestational time points were selected for qRT-PCR verification. These genes were GFAP, apolipoprotein E (ApoE), Calbindin 2, Neurofilament heavy chain (200 kDa), S100 calcium binding protein A1 (S100A1), Tubulin-alpha1 (TUBA1), Neurogranin, Actinin-alpha2 (ACTN2), N-chimaerin (CHN1), and DBX17 (Figure 2). For all the examined genes we observed the same tendency in regulation by the qRT-PCR analysis and the microarray analysis but the differences in fold regulation were not equal illustrating the use of two fundamental different detection approaches (see also Additional file 4). However, we conclude that an overall consistency exists between the microarray and qRT-PCR data.

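Of the 9 genes with folds in Additional file 4, 6 could be matched to a probe set, and all 6 were higher at E80 on the arrays and in the paper's qRT-PCR. GFAP was 3.70-fold higher on the arrays (paper's qRT-PCR fold 3.78), apolipoprotein E (APOE) 2.85-fold (paper's 3.52) and calbindin 2 (CALB2), a calcium buffer of interneurons, 2.59-fold (paper's 7.73). S100A1 was 4.00-fold higher on the arrays (paper's 7.91), ACTN2 3.23-fold (paper's 1.57) and the probe set of the row named neurofilament heavy chain, which the annotation used here assigns to desmin (DES), 2.37-fold (paper's 2.17). GFAP, APOE, CALB2 and ACTN2 passed the array test, while S100A1 (adjusted p = 0.0625 from limma) and the DES probe set (adjusted p = 0.138) did not. None of the 4 passed without array 1, 2 or 4. Across the 6 genes, which are not independent replicates, the log2 folds of both methods had a Pearson correlation of 0.263 (exact permutation test over 720 pairings, two-sided p = 0.586, adjusted 0.586) and a Spearman correlation of 0.429 (exact permutation test, two-sided p = 0.419, adjusted 0.586). Tubulin-alpha1, neurogranin and CHN1 were not analysed here, since no probe set could be matched to their rows. From the common direction of regulation by both methods the paper concludes that they show an overall consistency, and it puts the unequal folds down to the different ways of detection.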

**Figure 2:**
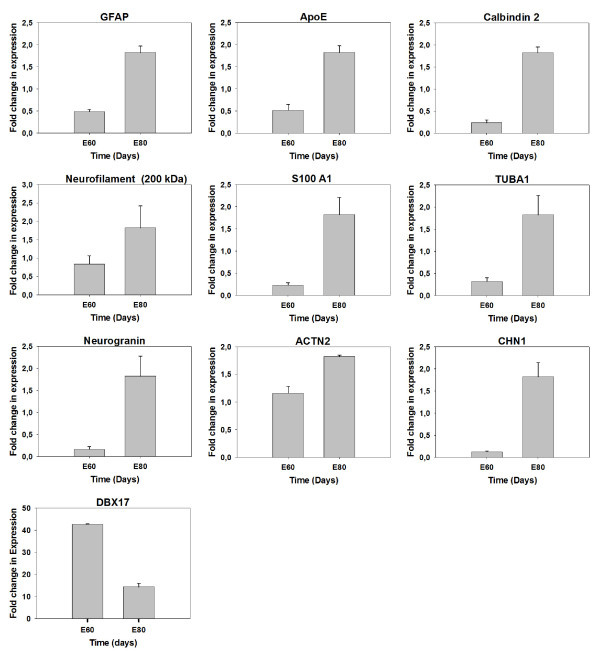
**Verification of microarray data with qRT-PCR**. Nine genes differently expressed from the microarray analysis were examined for the expression level using mRNA extracted from pig cortical tissue from E60 and E80. qRT-PCR analysis were performed on cDNA for the genes GFAP, ApoE, calbindin-2, Neurofilament (200 kDa), S100A1, TUBA1, Neurogranin, ACTN2, CHN1, and Dbx17. The expression levels were normalized to GAPDH, Beta-actin and 18S rRNA expression using the geNorm program [30].

The degree of annotation made available by Affymetrix covers only about 10% of the genes represented on the chip. Further annotations were accomplished through comparing the Affymetrix pig target sequences by BLAST against the Ensembl human cDNA sequence database or retrieved from the annotation list by Tsai et al., 2006 [24]. Of the identified 91 differently expressed transcripts 84 could be annotated by this method (Table 1). We note that among the annotated genes were for example TUBA1 and MLC1, both directly correlated with brain abnormalities in humans suffering of lissencephaly and macrocephaly, respectively [25-29]. 

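All 7 transcripts that the paper left without annotation were matched to a probe set by their transcript codes, and 2 of them passed the test in limma. The transcript that the annotation used here names BEND6, a BEN domain protein known as a repressor in Notch signalling, rose from a signal of 268 ± 54.9 (SD, n = 3) to 714 ± 74.6 (SD, n = 3), a log2 change of 1.43 (standard error 0.15, adjusted p = 0.0159). The transcript with the paper's fold of -4.65, which has no name here, fell from 91.0 ± 7.50 (SD, n = 3) to 39.6 ± 6.98 (SD, n = 3), a log2 change of -1.21 (standard error 0.19, adjusted p = 0.0270). The other 5 kept the days apart on all arrays and did not pass. PDE6C had a log2 difference of 1.35 (adjusted p = 0.0657), LOC100519098 one of 1.23 (adjusted p = 0.0991) and the sugar transporter family member MFSD4A one of 0.91 (adjusted p = 0.128). The last pair, without a name here and from the same transcript cluster by their codes, had log2 differences of -1.60 (adjusted p = 0.162) and -1.59 (adjusted p = 0.136). Neither BEND6 nor the unnamed transcript that fell passed without array 1, 2 or 4. The authors chose these transcripts on the same arrays.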

Seven transcripts could not be annotated [GenBank: CO986932; BI402064; BF712758; CN155998; AU060035; CF367810; BF712467] (Table 2). Gene ontology (GO) http://www.geneontology.org annotations were determined for each individual transcript. GO terms covers the consistent descriptions of gene represented in different databases including biological processes, cellular components in which they exist, and the molecular functions they perform. The majority of the identified differentially regulated genes are highly expressed in the brain. 

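All matched calcium binding and cytoskeleton rows of Table 1 had a higher mean log2 signal at E80, and some of them passed the test, while none of the matched rows of transcription regulation passed. Of 8 calcium binding rows 7 were matched, and 4 had risen in limma, including that of hippocalcin, which is TMEM54 here. Among them CALB2 rose by 1.37 on the log2 scale (standard error 0.20, adjusted p = 0.0218), and APOE, the lipid carrier of astrocytes, by 1.51 (standard error 0.26, adjusted p = 0.0348), while S100A1 had a log2 difference of 2.00 and autotaxin (ENPP2) one of 1.39 (standard error 0.77, adjusted p = 0.394) and CLEC18C one of 0.85 (adjusted p = 0.281). Further probe sets outside the table did not pass for APOE (0.62, adjusted p = 0.368), ACTN2 (0.63, adjusted p = 0.175) and TMEM54 (-0.27, adjusted p = 0.855). Of 7 cytoskeleton rows 6 were matched, and 3 had risen, which are ACTN2 and both rows of GFAP. Nesprin (SYNE1), which links the nucleus to the cytoskeleton, had a log2 difference of 1.81 (adjusted p = 0.0988), h1-calponin (CNN1) one of 0.89 (adjusted p = 0.103), and the DES probe set was 2.37-fold higher. Of 10 rows of transcription regulation 6 were matched, 1 higher and 5 lower. None passed in limma, although all 6 passed when adjusted over these 6 rows alone. The largest differences in this group after MEIS1 were in TFAP2C, the transcription factor AP-2 gamma (-1.95, standard error 0.57, adjusted p = 0.127), RXRG, KLF9, which the table lists as BTEB1 (1.27, adjusted p = 0.0904), and the growth factor KITLG (-1.27, adjusted p = 0.130). At E80 the signal of TFAP2C was 4.01 on array 6, against 19.8 and 16.3 on arrays 4 and 5. It was 36.1 to 51.5 at E60, so the size of the -1.95 leans on array 6. Of 9 rows of signal transduction 3 were matched and none passed, with log2 differences of 1.68 for CD38 (adjusted p = 0.129), -1.10 for the TGF-beta receptor TGFBR1 (adjusted p = 0.0848) and -1.89 for the retinoic acid binding protein CRABP2 (adjusted p = 0.249). A further probe set of TGFBR1 outside Table 1 fell by 0.81 on the log2 scale (standard error 0.14, adjusted p = 0.0361). Of 8 rows of CNS development 2 were matched and neither passed. Myelin basic protein (MBP) had a log2 difference of 1.71, and the probe set of the row named protocadherin 18, which the annotation used here assigns to VMO1, one of -2.70 (adjusted p = 0.0937). The size of the -2.70 leans on array 6, with a signal of 1.86 against 7.08 and 16.1 on arrays 4 and 5. At E60 the VMO1 signals were 34.3 to 42.1. Further probe sets outside Table 1 had log2 differences of 0.18 for VMO1 (adjusted p = 0.821) and 0.24 for DES (adjusted p = 0.803). A further probe set of KLF9 had a log2 difference of 0.18 (adjusted p = 0.809). Of the 49 other annotated rows 18 were matched, of which 8 had risen and 2 had fallen. The authors chose these rows on the same arrays, so the counts are not independent evidence of direction, and none of the rows passed without array 1, 2 or 4. CRABP2, which is also a gene of the meninges, was low on arrays 4 and 6 (45.3 and 21.3) and not on array 5 (257, against 194 to 324 at E60).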

Using biological process annotations, the genes differential expressed between E60 and E80 could be classified into groups according to calcium binding, cytoskeleton organization and biogenesis, transcription activation, signal transduction, and CNS development. A subset of the genes could not be placed in any of these functional groups.

## Conclusions

The aim of this study was to identify genes which are differentially expressed during the time of gyration of the pig cerebral cortex. It is important to notice that by screening these two time points we are not screening for genes specifically involved in brain gyration but for genes those expression is changed during the developmental and differentiation processes occurring in the time frame before and after appearance of brain gyration. 

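By limma's camera test with a fixed correlation between genes, and not with an estimated one, the lists of mature neurons and of astrocytes were shifted upwards at E80 and the list of the cell cycle downwards. Of 16 measured genes of mature neurons and synapses 7 rose and 1 fell (11 and 1 adjusted over the list alone), with a median log2 difference of 0.56 (camera against all other genes, adjusted p = 9.8e-09, and adjusted p = 0.261 with an estimated correlation). The calcium sensor VSNL1 rose by 1.30 (standard error 0.14, adjusted p = 0.0159 from limma), the surface glycoprotein THY1 by 1.42 (adjusted p = 0.0218), the synaptic vesicle genes RAB3A by 0.55 (adjusted p = 0.0250) and SYN1 by 0.95 (adjusted p = 0.0378), and SNAP25 by 0.46 (adjusted p = 0.0342). The 1 gene that fell was NRN1, by 0.91 on its brightest probe set (adjusted p = 0.0465). Of 18 astrocyte genes 5 rose and none fell in limma (9 and 0 adjusted over the list alone), with a median of 0.67 (camera adjusted p = 1.7e-06, and adjusted p = 0.261 with an estimated correlation). Besides GFAP and APOE these were the aldolase ALDOC (0.67, adjusted p = 0.0344), NDRG2 (0.49, adjusted p = 0.0361) and clusterin (CLU, 0.57, adjusted p = 0.0459). The paper's tables hold 2 of the neuron and 4 of the astrocyte genes, and both lists passed without them (adjusted p = 3.4e-07 and 0.000606). Of 24 cell cycle genes 5 fell and none rose in limma (14 and 0 adjusted over the list alone), with a median of -0.62 (camera adjusted p = 2.0e-09, and adjusted p = 0.278 with an estimated correlation). They are the ribonucleotide reductase subunit RRM2 (-1.02, adjusted p = 0.0218), the replication clamp PCNA (-0.69, adjusted p = 0.0235), CKS2 (-1.16, adjusted p = 0.0321), cyclin B1 (CCNB1, -1.19, adjusted p = 0.0388) and topoisomerase 2A (TOP2A, -1.11, adjusted p = 0.0474). Of 11 radial glia genes 3 rose and none fell in limma (4 and 2 adjusted over the list alone, the 2 being SFRP1 at -0.94 and VIM at -0.38), with a median of 0.12 (camera adjusted p = 0.400). The 3 are HOPX (0.84, adjusted p = 0.0226), FAM107A (1.00, adjusted p = 0.0444) and TNC (1.01, adjusted p = 0.0494), which are known from outer radial glia. Among 5 genes of intermediate progenitors none passed (camera adjusted p = 0.882, median 0.21), and among 8 interneuron genes CALB2 alone rose (camera adjusted p = 0.882, median -0.06). Only 3 genes each of the upper and the deep cortical layers were measured, and none of these 6 passed. Of 12 genes of oxidative phosphorylation none passed in limma, 12 were higher at E80 and the median was 0.20 (camera adjusted p = 0.00623, and adjusted p = 0.338 with an estimated correlation). None of the single genes passed without array 1, 2 or 4, while the neuron, astrocyte and cell cycle lists passed camera without any 1 array. GFAP and APOE were highest on array 6, the array with the high TTR signal.

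**Figure D3:**
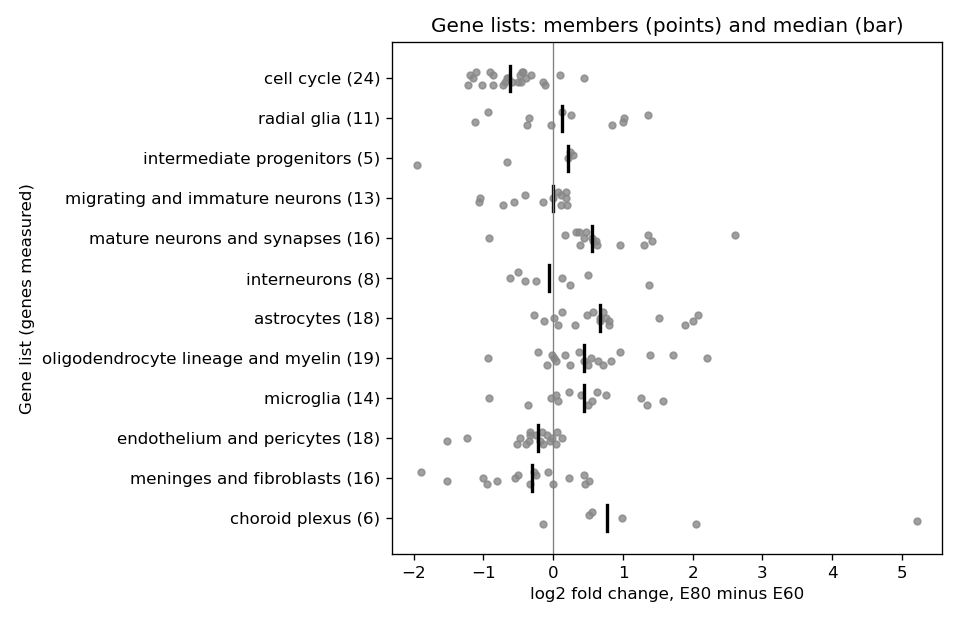
Log2 fold change between the days, E80 minus E60 (horizontal axis), for the measured genes of 12 gene lists (vertical axis, number of measured genes in parentheses). Each point is 1 gene by its brightest probe set, with 3 arrays per day, and the black bar is the median of the list. The medians are -0.62 for the cell cycle, 0.56 for mature neurons and 0.67 for astrocytes, and the point furthest right is TTR at 5.22, which had its highest signal on array 6.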

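How many transcripts differ between E60 and E80 depends on the threshold. At an unadjusted p under 0.05 from limma, 1709 probe sets were higher and 2599 lower at E80 (4308 of 23999, or 18.0%). The days did not overlap for 5675 probe sets (23.6%), where chance gives 10%. From the distribution of the p-values, the share of probe sets with no change was estimated at 65.7%. Among the differences past the unadjusted p and not the adjusted one were 0.49 on the log2 scale for SIRT2 (adjusted p = 0.0603), a deacetylase abundant in myelin, and 0.37 for the synaptic calcium sensor SYT1 (adjusted p = 0.0601). The probe sets past an adjusted p of 0.05 with 1 symbol stand for 109 different genes that rose and 98 that fell, and no gene had probe sets that passed in opposite directions. Among simulated probe sets with signals above the median and the median spread at their level, limma found 96 of 100 that were changed 2-fold and 100 of 100 that were changed 3-fold, with 13 false calls among 209. In the arrays themselves, where many probe sets are dimmer or spread more, 39 of the 509 probe sets with a mean fold of at least 3 passed. Without array 5 the number past an adjusted p of 0.05 was 367, without array 3 it was 294, without array 6 it was 200, without array 1, 2 or 4 it was 1, and over the brightest 66% of probe sets it was 763. It was 0 without the intensity trend and 1 against a fold of 1.5.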

We have identified for us a surprisingly low number of genes to be differently expressed between the examined embryonic time points supporting that the majority of the cortical cells have not undergone specific differentiation processes at E80 compared to E60. In this line it is important to state that neuronal migration is evident both at E60 and E80, but decreased at the latter time point. 

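Gene lists were read for migration, apoptosis, angiogenesis, myelination and cortical malformation. Their single genes that passed the test at E80 against E60 were CXCR4, RND3, THBS1 and LRP8, each lower at E80. Outside the lists, DPY19L1, known from radial migration, changed by -1.28 (adjusted p = 0.0159 from limma). The myelin glycoprotein OMG rose by 1.35 (adjusted p = 0.0175 from limma). Neither DPY19L1 nor OMG passed without array 1, 2 or 4. Of 13 measured genes of migrating and immature neurons 2 fell and none rose in limma (3 and 0 adjusted over the list alone), with a median log2 difference of 0.00 (camera adjusted p = 0.431). The chemokine receptor CXCR4, which guides migrating interneurons, fell from a signal of 494 to 300 (-0.72, standard error 0.11, adjusted p = 0.0240 from limma) and the GTPase RND3 from 587 to 270 (-1.07, standard error 0.21, adjusted p = 0.0472). The semaphorin receptor PLXNA2 had a log2 difference of -1.05 (adjusted p = 0.108). Of 18 apoptosis genes none passed in limma, while cytochrome c (CYCS, -0.50, adjusted p = 0.0516) passed when adjusted over the list alone, and the median was -0.09 (camera adjusted p = 0.674). Of 18 angiogenesis genes 1 fell, thrombospondin 1 (THBS1, -0.70, standard error 0.13, adjusted p = 0.0387), an inhibitor of vessel growth, and the median was -0.22 (camera adjusted p = 0.195). The VEGF receptor KDR had a log2 difference of -1.52 (adjusted p = 0.141). Of 18 genes of endothelium and pericytes none passed in limma, 15 were lower at E80 and the median was -0.21 (camera adjusted p = 0.0292, and adjusted p = 0.278 with an estimated correlation). Against E60 the median of this list was -0.27, -0.08 and -0.23 on arrays 4, 5 and 6. Array 5 was also nearest to E60 for the fibroblast and meninges list (-0.72, 0.07 and -0.52). Of 19 genes of the oligodendrocyte lineage and myelin none passed in limma (1 higher adjusted over the list alone), 15 were higher at E80 and the median was 0.44 (camera adjusted p = 0.0191, and adjusted p = 0.278 with an estimated correlation). MBP had signals of 162, 68.3 and 466 on arrays 4, 5 and 6 against 42.6 to 64.7 at E60 (standard error 0.59, adjusted p = 0.177), and its other 3 probe sets had log2 differences of 0.17 to 0.71, none past the test. The myelin gene OPALIN, at mean signals of 2.33 and 10.9, had a log2 difference of 2.20 (adjusted p = 0.118). Of 12 genes of cortical malformations other than those of Fig. 1 none passed in limma, 11 were higher at E80 and the median was 0.17 (camera adjusted p = 0.0191, and adjusted p = 0.278 with an estimated correlation). Of the genes of Fig. 1, 8 were measured and 1 fell, the reelin receptor LRP8 (ApoER2, -0.67, standard error 0.12, adjusted p = 0.0361), with 3 higher and 2 lower when adjusted over the list alone and a median of 0.14 (camera adjusted p = 0.431). The genes of endothelium, myelin and malformations no longer passed camera after quantile normalization (adjusted p = 0.0824, 0.0521 and 0.0985), and CXCR4, RND3, THBS1 and LRP8 did not pass without array 1, 2 or 4.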

We have identified several differentially expressed genes that are described to be functional involved in neuronal migration, apoptosis, angiogenesis, myelination, and brain gyration but also a number of genes not characterised for such functions and which accordingly could be interesting new candidate genes. Further analysis will be required to determine the function of these genes during brain development.

## List of Abbreviations

ACTN2: Actinin-alpha2; ApoE: apolipoprotein E; ARX: aristaless-related homeobox; CDK5: cyclin dependent kinase 5; CHN1: N-chimaerin; DBX17: DEAD-box protein 17; DCX: Doublecortin; E60: embryonic day 60; E80: embryonic day 80; FLNA: filamin A gene; GFAP: Glial fibrillary acidic protein; GO: Gene ontology; GPR56: G protein coupled receptor 56 isoform A; IPCs: intermediate progenitor cells; LIS1: lissencephaly 1; MLC1: megalencephalic leukoencephalopathy with subcortical cysts gene 1; NDEL1: nuclear distribution element-like; NSE1: Non-SMC element 1 homolog; PLP: proteolipid protein 1; qRT-PCR: quantitative real-time PCR; S100A1: S100 calcium binding protein A1; SF: scale factor; SVZs: subventricular zones; TUBA1: Tubulin-alpha1;

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

KBN carried out the molecular genetic and bioinformatics studies and drafted the manuscript. MK carried out the array experiments and participated in the array data analysis. IEH, ALJ, and ALN participated in the design of the study, in the evaluation of the results, and in drafting and finalizing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Lissencephalic and gyrencephalic cortical structure during pig embryogenesis**. Gross appearance of the pig brain during development at E60 and E80. Click here for file

Additional file 2 **qRT-PCR analysis of selected genes representing all three trimesters of pig cortical brain development**. qRT-PCR analysis of a group of selected genes at cortical developmental times E40, E60, E80, E100, and E115. The examined time points are indicated. The expression levels were normalized to GAPDH, Beta-actin and 18S rRNA expression using the geNorm program. Click here for file

Additional file 3 **Inter-Chip Comparison**. The Scaling factor (SF) measures the differences in signal intensity between the individual chips. Affymetrix recommends that the SF value should be within 3-fold of one another. The number of genes expressed in cortex tissue is ~66% of the total gene number represented on the chip. Click here for file

Additional file 4 **Verification of chip data by qRT-PCR**. Comparison of fold change in expression between E60 and E80 obtained from microarray and qRT-PCR analysis. Click here for file

# Supplementary material for: 1Identification of genes differentially expressed in the embryonic pig cerebral cortex before and after appearance of gyration
**Source:** BMC Res Notes. 2010 May 5;3:127. doi: 10.1186/1756-0500-3-127
**Supplement:** Additional file 3 — Inter-Chip Comparison. The Scaling factor (SF) measures the differences in signal intensity between the individual chips. Affymetrix recommends that the SF value should be within 3-fold of one another. The number of genes expressed in cortex tissue is ~66% of the total gene number represented on the chip.

|                    | M114-01.CHP  | M114-02.CHP  | M114-03.CHP  | M114-04.CHP  | M114-05.CHP  | M114-06.CHP  |
|--------------------|--------------|--------------|--------------|--------------|--------------|--------------|
| <b>Array Type</b>  | Porcine      | Porcine      | Porcine      | Porcine      | Porcine      | Porcine      |
| <b>Embryo. Day</b> | <b>60</b>    | <b>60</b>    | <b>60</b>    | <b>80</b>    | <b>80</b>    | <b>80</b>    |
| <b>SF</b>          | <b>0.558</b> | <b>0.403</b> | <b>0.555</b> | <b>0.484</b> | <b>0.55</b>  | <b>0.507</b> |
| <b>#Probe Sets</b> | 24123        | 24123        | 24123        | 24123        | 24123        | 24123        |
| <b>#Present</b>    | 16379        | 16444        | 15981        | 16026        | 15916        | 16126        |
| <b>%Present</b>    | <b>67.9</b>  | <b>68.17</b> | <b>66.25</b> | <b>66.43</b> | <b>65.98</b> | <b>66.85</b> |

# Supplementary material for: 1Identification of genes differentially expressed in the embryonic pig cerebral cortex before and after appearance of gyration
**Source:** BMC Res Notes. 2010 May 5;3:127. doi: 10.1186/1756-0500-3-127
**Supplement:** Additional file 4 — Verification of chip data by qRT-PCR. Comparison of fold change in expression between E60 and E80 obtained from microarray and qRT-PCR analysis.

| Gene    | Fold change |         |
|---------|-------------|---------|
|         | Microarray  | qRT-PCR |
| GFAP    | 4,12*       | 3,78    |
| APOE    | 3,12        | 3,52    |
| CALB2   | 3,20        | 7,73    |
| NF-H    | 3,74        | 2,17    |
| S100 A1 | 6,72        | 7,91    |
| TUBA1   | 6,33        | 5,72    |
| NGRN    | 4,91        | 11,18   |
| ACTN2   | 4,30        | 1,57    |
| CHN1    | 13,67       | 14,09   |

How the deposited data were processed for this re-analysis (not part of the article)

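Expression was measured in the cerebral cortex of pig embryos, 3 at E60 and 3 at E80, with 1 Affymetrix Pig Genome Array per embryo. The assignment of the arrays to the days was taken from the sample labels and checked against the paper's Additional file 3, and both give the same days. Every column of values belongs to 1 of the 6 arrays.

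The deposited intensity values are MAS5 signals on a linear scale, 1 per probe set and array. The authors' MAS5 software combined the matching and mismatching probes of each set and multiplied each array by 1 factor. The mean of the middle 96% of signals (2% left out at each end) is 149.97 on every array, so the values are scaled to a common level and not otherwise normalized between arrays. The MAS5 version, the detection calls of the single probe sets and any filter are not given in the sources used here. The signals run from 0.00614 to 5781, and no value is 0 or below.

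From the deposited values, log2 signals were computed without a pseudocount, which leaves the changes of dim probe sets noisy and not shrunken. The 124 control probe sets were left out and 23999 were tested. Gene names come from the annotation of the platform, which pairs probe sets with symbols, and 10069 probe sets have exactly 1 symbol. Several of these names differ from those of Table 1, which the authors took from sequence matches: hippocalcin is TMEM54 here, the neurofilament heavy chain is DES, protocadherin 18 is VMO1, NSE1 is FAM84A, LOC348174 is CLEC18C and C20orf103 is LAMP5. Which name is right was not tested, since no pig genome was used here, and no coordinates are given for the same reason. Rows of Table 1 were matched to probe sets through their GenBank accessions (42 of 91) and transcripts of Table 2 through their codes (7 of 7). An accession that stands at more than 1 row of Table 1 was not matched.

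E80 was compared with E60 with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), over all 6 arrays and without covariates, with Benjamini-Hochberg adjustment over all probe sets tested and a threshold of 0.05. The paper names no statistical test. Its rule was applied as a fold of at least 3, from the difference of the mean log2 signals, with no overlap between the days; how the authors computed their folds is not stated in the sources used here. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, with the brightest probe set per gene, for the 21 of 25 lists with at least 5 measured genes, and adjusted over those lists. The upper and deep cortical layers (3 measured genes each) and the male (2) and female (0) sex markers had too few. Folds of the arrays were set beside the paper's qRT-PCR folds with Pearson and Spearman correlations and exact permutation tests, a family of 2 correlations. The share of probe sets with no change was estimated from the p-values with limma's convest method.

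The genes named in the text were drawn from a rule fixed before the data were examined: every gene that the paper names and that could be matched, the 10 largest rises and 10 largest falls among probe sets past the test with no overlap between the days, exactly 1 symbol and a mean signal in the higher group above the median, and up to 4 members of each gene list with the smallest adjusted p. Not each gene that meets it is printed. Genes outside it, chosen after their values were seen, are the unnamed probe set with the smallest p, members of gene lists beyond the first 4 of a list, OMG, DMTN, ISG15, and further probe sets of genes already named. The folds of Tables 1 and 2 and of Additional file 4 had been read when the rule and the gene lists were written. The lists were written by hand from general knowledge after Table 1 had been read, so members of the paper's tables are not independent. Each list was also tested without members of matched rows where at least 5 measured genes remained. This left out intermediate progenitors, choroid plexus and striatum. Members of rows not matched, such as DCN, stayed in.

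Before use, the tests were tried on simulated data with the means of the arrays and the median spread at each level. Of 100 probe sets changed 2-fold and 100 changed 3-fold among 23999, all with a signal above the median, limma found 96 and 100, with 13 false calls among 209. In simulated arrays with no change, limma called 1 of 23999 probe sets and the 3-fold rule 132.

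The alternatives set at the same time as that rule were quantile normalization, median centring, 32 added to each signal, the brightest 66% of probe sets, leaving out each array in turn, other variance models, a test against a fold of 1.5, other fold definitions and thresholds, and other set tests. Array weights were added after choroid plexus and fibroblast genes were seen to differ between the arrays of E80. Microarray signals have no counting depth, so no interval from counts is given, and 3 arrays per day limit the precision. The qRT-PCR measurements of Figs. 1 and 2 were not analysed here, apart from the folds printed in Additional file 4.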

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

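Of the tests reported here, those on the choroid plexus genes, on the fibroblast genes and on the authors' scaling were chosen after the results were seen, while those on the noise of dim signals and on other splits of the arrays were set before.

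The choroid plexus genes TTR, AQP1 and FOLR1 were high on array 6, 1 of the 3 arrays of E80. Transthyretin (TTR) had a signal of 4475 there, against 15.1 and 6.25 on arrays 4 and 5 and at most 3.70 at E60, and it drew attention because the paper does not report on it. Over the 6 measured genes of the choroid plexus list, 2 of which (AQP1 and F5) are in the paper's tables, array 6 exceeded the mean of arrays 4 and 5 by a median of 1.92 (standard error 1.08, log2), as a piece of choroid plexus in that sample could bring about, but the array was picked because it stood apart, so the value restates the pattern and decides nothing. For AQP1 and FOLR1 the day alone is argued against as the cause, since both lay within or below E60 on arrays 4 and 5, which share it. F5 went the other way, with signals of 118, 64.1 and 108 on arrays 4, 5 and 6 against 21.5 to 23.6 at E60. PRLR and KCNE2 are too dim on arrays 4 and 5 for their differences to be read. TTR is also too dim there for a difference from E60 to be read. The TTR signal of 4475 on array 6, against 15.1 and 6.25 on arrays 4 and 5, argues against the day alone for that gene. The list exceeded E60 by a median of 0.25 (standard error 0.62) on arrays 4 and 5 and 2.17 (standard error 0.51) on array 6. The 0.25 lies between the dim genes KCNE2 (0.15) and PRLR (0.34), so it does not decide about the day. Tissue and a difference between embryos, which was not tested, stay open, and so does the day for F5, PRLR and KCNE2.

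The median of the fibroblast and meninges list lay below E60 on arrays 4 and 6 (-0.72 and -0.52) and not on array 5. The list has 16 measured genes. CRABP2 is in a matched row of the paper's tables, and decorin (DCN) in a row that was not matched. Some of the genes, such as PTGDS and IGFBP5, the brain also expresses. Over the 16 genes array 5 exceeded the mean of arrays 4 and 6 by a median of 0.80 (standard error 0.30, log2). Different amounts of meninges left on the cortex could bring this about. But array 5 was picked because it stood apart, so the value restates the pattern and decides nothing. The difference was above 0 for 14 of the genes and ran from -1.77 for IGFBP5 to 3.05 for CRABP2. Array 5 differed from E60 by a median of 0.0711 (standard error 0.145), and 1 array does not decide whether the day lowers these genes. The amount of meninges, the day and a difference between embryos, which was not tested, stay open.

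Most calls of the 3-fold rule came from dim probe sets, 262 of 291 with a mean signal at or below the median in the higher group. The authors' scaling is argued against as the whole source, since 232 of the 262 were still called, in the same direction, after quantile normalization, and 218 after median centring. Noise of dim signals stays open, because another split of the 6 arrays into 3 and 3 gave 257 such calls (SD of the other splits 31.9), 5 fewer than the days, and simulated arrays without any change gave 132 calls by the rule. A real change of part of these transcripts between the days could not be told from that noise. Of the calls above the median signal the days gave 29, and the highest other split gave 21.

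The number of probe sets past an adjusted p of 0.05 was 467 for the days and at most 1 for the other splits, and the number of gene lists past camera was 7 for the days and at most 6 for the others. In both cases 1 of the 10 splits, the real one, reached the real value, and 10 splits are too few for a share under 0.05.

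The genes below are the 4 largest rises and the 4 largest falls, by 1 probe set each, among genes outside the paper's tables that passed the test, with 1 symbol that is no locus number, no overlap between the days and a signal above the median. THY1, a surface glycoprotein of neurons, rose by 1.42 (standard error 0.21, adjusted p = 0.0218 from limma). OMG, the myelin glycoprotein of oligodendrocytes and neurons, rose by 1.35 (standard error 0.18, adjusted p = 0.0175). DMTN, the actin bundling protein dematin, rose by 1.34 (standard error 0.18, adjusted p = 0.0175). ISG15, an interferon-induced modifier protein, rose by 1.32 (standard error 0.20, adjusted p = 0.0226). PLEKHA8 changed by -1.73, DPY19L1 by -1.28, EZH2 by -1.26 and KIAA1191 by -1.24. Adjusted p-values of these 8 genes were 0.0610 to 0.117 without array 1, 2 or 4 and 0.0133 to 0.0623 without array 3, 5 or 6.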

How the results depend on the processing

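The counts of single transcripts depend strongly on the arrays and on the variance model, and the array weights were added after seeing the data. By limma the days gave 224 higher and 243 lower probe sets at an adjusted p under 0.05. With 1 array left out in turn the higher ones were 0 to 178 and the lower ones 1 to 189: 1 in all without array 1, 2 or 4, where 3133 to 3299 were under an unadjusted p of 0.05, 294 without array 3, 367 without array 5 and 200 without array 6. The log2 change of PLEKHA8 was -1.70, -1.73 and -1.74 without array 1, 2 or 4 (-1.73 over all arrays), with an adjusted p of 0.0610, 0.0903 and 0.0681. Why calls end without these arrays and not without the others, which leave as many degrees of freedom, was not tested; the array weights estimated by limma are highest for arrays 1, 2 and 4 (1.28, 1.64 and 1.41) and lower for arrays 3, 5 and 6 (0.596, 0.715 and 0.795). In limma without the intensity trend 0 rose and 0 fell (3706 under an unadjusted p of 0.05), and against a fold of 1.5 there were 0 and 1 (526 unadjusted). Median centring gave 311 and 108 (332 of the 467 kept), the brightest 66% of probe sets 353 and 410, and array weights 520 and 649. Quantile normalization (254 and 229, 399 kept), 32 added to each signal (201 and 213, 396 kept) and the robust variance (519 in all, 462 kept) gave similar counts. Of 44 named probe sets past the test, none passed under every setting, and none of 140 named probe sets reversed. The causes of these changes were not tested.

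The 3-fold rule gave 151 higher and 140 lower. With 1 array left out these were 227 to 274 and 206 to 325, since no overlap is then easier to reach. Median centring gave 199 and 91, 32 added to each signal 6 and 2, the brightest 66% of probe sets 19 and 13, no rule on overlap 248 and 261, 3-fold in each of the 9 pairs 11 and 11, and a 2-fold threshold 367 and 427. Adding 32 shrinks the folds of dim probe sets by construction, so its counts do not tell noise from change. Of the published transcripts 19 passed limma, with 0 to 16 when 1 array was left out (0 without array 1, 2 or 4), 0 without the trend and 0 against a fold of 1.5, and the 21 at 3-fold became 4 with 32 added.

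Of the 7 gene lists past camera none passed with an estimated correlation (adjusted p = 0.278 for the cell cycle, myelin, malformation and endothelium, 0.261 for neurons and astrocytes and 0.338 for oxidative phosphorylation). The neuron, astrocyte and cell cycle lists passed in the other settings run. After quantile normalization the adjusted p was 0.0985 for malformation, 0.0521 for myelin and 0.0824 for both endothelium and oxidative phosphorylation; by fry 0.0596 for malformation, 0.0930 for myelin and 0.0701 for oxidative phosphorylation; with the mean of all probe sets 0.0633 for malformation, 0.0542 for myelin, 0.138 for endothelium and 0.0358 for choroid plexus. Median centring gave 0.0852 for myelin, 0.0166 for meninges and 0.0264 for striatum, the brightest 66% 0.0805 for endothelium, and array weights 0.0426 for both meninges and hypoxia. With 1 array left out the ranges were 0.00608 to 0.0543 for malformation (not past without array 4), 0.0144 to 0.1002 for endothelium (not past without array 3), 0.00128 to 0.536 for microglia (past without array 1 or 4), 0.00111 to 0.203 for meninges (past without array 5), 0.0143 to 0.262 for choroid plexus (past without array 1, 4 or 5), 0.0144 to 0.271 for striatum (past without array 2 or 6) and 0.0374 to 0.175 for hypoxia (past without array 3 or 5). The causes were not tested. The correlations with qRT-PCR did not pass in any setting run. Names from exactly 1 symbol, without Table 1, are those already used, so that alternative was not run. No paired analysis was possible because the arrays of the 2 days share no replicate numbers.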

Differences from the paper's values

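The paper's folds of Tables 1 and 2 were set beside the folds from the mean log2 signals for the 49 matched rows, and 9 differ by more than 1.5 times and by more than the spread between arrays. For S100A14 the paper's fold is 5.81 and the recomputed one 3.66; they do not differ by this measure after quantile normalization (3.88), after median centring (3.97), without array 1 (3.95) or without array 4 (4.04), and they do in the other settings set before the data were examined. For h1-calponin (CNN1) the paper's fold is 3.35 against 1.86, for RNASE1 the paper's 11.44 against 5.07, for muscle glycogen phosphorylase (PYGM) the paper's 5.75 against 2.98 and for an unnamed transcript of Table 2 the paper's -4.65 against -2.31, and in none of the 12 settings set before did the values of these 4 come within the measure. For TGFBR1 the paper's fold is -3.57 against -2.14, and only without array 3 (-2.55) and with the ratio of group medians (-2.66) do they not differ. For prominin 1 (PROM1) the paper's fold is 4.41 against 2.57, and only without array 6 (3.12) do they not differ. For LOC100519098, a transcript of Table 2, the paper's fold is 4.01 against 2.34, and only without array 6 (2.95) do they not differ. For MFSD4A, another transcript of Table 2, the paper's fold is 3.07 against 1.88, and only without array 3 (2.05) or array 6 (2.06) do they not differ.

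The paper reports 98 transcripts by its 3-fold rule, and the same threshold with no overlap between the days gave 291 probe sets, of which 271 are not among the matched rows. The counts differ by more than 1.5 times in all of the 15 settings set before the data were examined, but not in 1 direction: they are above the paper's in 12 settings, 1 of which is a 2-fold threshold and not the paper's, and below it with 32 added to each signal (6 higher and 2 lower), in the brightest 66% of probe sets (19 and 13) and with 3-fold in each of the 9 pairs (11 and 11). How the paper computed its folds, and whether it filtered by detection calls, is not stated in the sources used here, so the criteria need not be the same. Of the 49 matched rows, 28 are below 3-fold from the mean log2 signals, although all 49 have the paper's direction. For autotaxin, RXRG, CRABP2, RASSF2, AQP1 and DRD2 the arrays of the days overlap, while the paper describes its transcripts as consistent on the triplets.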

Other observations

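Other cell types and states were read from gene lists that belong to no claim of the paper. Of 14 measured microglia genes none passed in limma, 11 had a difference above 0 and the median log2 difference was 0.45 (camera adjusted p = 0.0720), with TYROBP, the adaptor of microglial receptors, at 1.34 (adjusted p = 0.146). The median of this list stood 1.07 above E60 on array 6, 0.24 on array 5 and -0.05 on array 4. Of 12 genes of hypoxia and glycolysis lactate dehydrogenase A (LDHA) rose by 0.70 (standard error 0.11, adjusted p = 0.0270) and the median was 0.19 (camera adjusted p = 0.0696). The choroid plexus list had a median of 0.77 over 6 genes, with F5 past the test (camera adjusted p = 0.0597). Over 6 genes of the striatum and ganglionic eminence the median was -0.91 and none passed (camera adjusted p = 0.0696), with MEIS2 at -0.60 (adjusted p = 0.264), and the median of the meninges and fibroblasts list was -0.31. Blood cell genes, with a median of -0.01 over 7 genes (hemoglobin beta, HBB, at -0.09), and immediate early and stress genes, with a median of -0.05 over 12 genes (FOS at 0.80, adjusted p = 0.101), had camera adjusted p-values of 0.882. None of the lists in this paragraph is past the test, so the signs of their medians are not read as a change.

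The arrays also measured genes for which the paper reports qRT-PCR in Fig. 1, in RNA that was not analysed here. LRP8 (ApoER2), which the paper gives as not significantly regulated, fell on the arrays. NDEL1, which the paper gives as lower at E80, had a log2 difference of 0.41 (standard error 0.09, adjusted p = 0.0676 from limma), with all 3 arrays of E80 above those of E60. LIS1 (PAFAH1B1), the 1 gene the paper gives as higher, had 0.29 (adjusted p = 0.154), also with no overlap, on one probe set and -0.03 (adjusted p = 0.903) on the other. FLNA, which the paper gives as lower, had -0.37 (adjusted p = 0.169) with no overlap, and VLDLR, also lower in the paper, had -0.48 with no overlap on one probe set (adjusted p = 0.215) and 0.16 on the other (adjusted p = 0.554). GPR56 (ADGRG1) had 0.11 and -0.19 (adjusted p = 0.856 and 0.835), FYN 0.05 and -0.22 (adjusted p = 0.789 and 0.518) and CDK5 0.26 (adjusted p = 0.206) with no overlap. Of these genes LRP8 alone passed over all probe sets (adjusted p = 0.0361 from limma). Adjusted over the list of Fig. 1 alone, LRP8 (0.00334), NDEL1 (0.00843), LIS1 (0.0340), FLNA (0.0340) and CDK5 (0.0424) passed, on their brightest probe sets. The row of tubulin-alpha1 in Table 1 was not matched, and the probe set annotated as TUBA1A had a log2 difference of 0.10 (adjusted p = 0.802).

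The signal of EIF1AY, a gene of the Y chromosome in mammals, was 196, 187 and 0.394 on arrays 1, 2 and 3 and 121, 5.42 and 155 on arrays 4, 5 and 6. The paper does not report the sex of the embryos. Array 5 is also the array of E80 with the higher fibroblast genes. The probe set with the smallest p of all has no gene name here, and it was the 1 probe set that passed without array 1, 2 or 4 (adjusted p = 0.0172, 0.0247 and 0.0304).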
